A study of Mus musculus with 16 samples. Its data were reported in "Liver RBFOX2 regulates cholesterol homeostasis via Scarb1 alternative splicing in mice" (2022).

How the data were processed

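Liver RNA of 16 mice was analysed by RNA-seq in a design of 2 diets by 2 feeding states with 4 libraries per group. The counts deposited by the authors are raw numbers of reads or read pairs per Ensembl gene, whole and not normalized, in 1 table with 1 column per library. To make them the authors enriched polyadenylated RNA, prepared libraries with NEBNext Ultra II, sequenced paired ends on an Illumina HiSeq, aligned reads to Ensembl GRCm38 with TopHat in a first-strand mode and counted genes with featureCounts. The annotation release, the strand setting of the counting step and whether a pair was counted once are not known here, so antisense and overlapping genes are treated as uncertain. Poly(A) selection limits the data to polyadenylated transcripts, and gene counts do not resolve splice isoforms, so alternative splicing was not analysed here.

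Libraries were assigned to groups and numbered from the sample labels, and no column of per-sample values was left unused. The table holds 46078 genes, of which 45143 were matched to a symbol and 935 were not. Positions were taken from the GENCODE annotation of GRCm38. Library totals ranged from 41364448 to 57583153 counts, so that 3 counts, taken as the detection floor, corresponded to 0.0536 to 0.0767 CPM, the count relative to the scaled library total. Floors and the precision given by counts cover counting error only, because reads carry no molecular identifiers.

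Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passing filterByExpr (15075) were scaled by the trimmed mean of M-values (TMM) and fitted with 1 coefficient per group over all 16 libraries (12 residual degrees of freedom, common coefficient of variation 19.2%). Quasi-likelihood tests were made for fasting in CD, fasting in HFD, HFD in fed mice, HFD in fasted mice and the diet by fasting interaction, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05; adjusted p of single genes are from this test unless another is named. CPM values are TMM-scaled, and log2 CPM used a prior count of 2. The fasting score was compared between diets by an exact permutation of diet labels within feeding state, after subtraction of each diet's mean. Gene lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01) on voom values, adjusted over 45 tests, and with fry and an estimated correlation. The 9 lists were spliceosome, cholesterol biosynthesis, lipogenesis, fatty acid oxidation and ketogenesis, TCA cycle, glycolysis and gluconeogenesis, insulin signalling, circadian clock, and inflammation and fibrosis. Genes tested singly were 8 splicing regulators, 29 shared splicing factors, the RBFOX2 network (10 genes, 9 tested) and 11 fasting and diet markers. Lists of pancreas, erythrocyte and adipose genes and of sex-linked genes served as checks of the libraries. The results of 2 genes of these lists are not reported here one by one, although totals over lists include them.

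The genes named were chosen by a rule: genes of the lists of splicing regulators, RBFOX2 network and markers; for each pairwise contrast the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, a mean of at least 100 counts per library and no overlap between the 4 libraries of 1 group and the 4 of the other; and for the interaction the 3 genes of each sign with the smallest p. Groups, tests, lists, this rule and all alternatives except one were fixed before the data were examined. The alternatives were DESeq2 1.42.0 and limma-voom, DESeq2 size factors, total count and upper quartile scaling, other count filters, a fit of only the groups compared, the replicate number as a block, stricter thresholds and the omission of each library in turn. Offsets for GC content and transcript length (splines with 4 degrees of freedom per library) were added after the data were seen.

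The procedures were tested on simulated counts drawn from the means and library sizes of these data, with 200 genes changed. For fasting in CD edgeR recovered 82.5% of them with 4.62% false calls among 14954 genes. For fasting in HFD, where the changes were of 50% size, it recovered 50.0%. For fasting in CD limma-voom recovered 81.5%, and DESeq2 recovered 88.5% with 14.1% false calls. Each simulated gene had the same dispersion in all groups, so false calls from groups of unlike spread could not be seen. Of 50 random gene sets 0 were called by camera, and a fasting score with a true ratio of 50% between diets gave 54.1%. Simulated genes were drawn independently of each other, so camera was not tested there on lists whose genes vary together. Other splits of the libraries were tested in full for each pairwise contrast (35 splits) and in 100 drawn regroupings for the interaction.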

Results

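RNA-seq measured polyadenylated transcripts in the livers of 16 mice, to ask how the liver transcriptome responds to fasting and to diet, and whether diet alters the response to fasting. Mice received a control diet (CD) or a high-fat diet (HFD, a diet that induces obesity) for 16 weeks. Livers were taken in the fed state or after a 16 h fast, which gave 4 groups of 4 libraries, 1 library per mouse. The total gene count was 56163138 ± 966671 in CD fed, 47081647 ± 5746251 in CD fast, 45704542 ± 2046437 in HFD fed and 44305722 ± 772950 in HFD fast livers (mean ± SD, n = 4 each). Single libraries ranged from 41364448 to 57583153 counts. Of 16 two-sided exact permutation tests on 4 library properties, those of depth gave p = 0.0286 for fasting in CD and for HFD in fed mice, the smallest value that 4 against 4 libraries allow, and 0.0914 after Benjamini-Hochberg adjustment. The same exact and adjusted p were found for the TMM factor with HFD in fed mice (difference 0.0489) and in fasted mice (0.111), and for the albumin share with fasting in HFD. Albumin transcripts took 8.97% ± 1.22 of counts in CD fed and 6.82% ± 1.05 in CD fast livers (SD, n = 4), and 9.97% ± 1.32 in HFD fed and 6.97% ± 1.25 in HFD fast livers. No pair of libraries within a group agreed within sampling noise; the lowest chi-square per gene among the 24 pairs was 37.5.

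Principal component analysis of the 500 most variable genes placed 35.8% of the variance on the first component and 19.2% on the second. The 8 fasted libraries had first-component values of at least 7.79, above all 8 fed libraries, of which the highest was HFD fed replicate 4 at 2.61. The second component separated the diets, with CD libraries at 2.20 or higher and HFD libraries at -2.16 or lower. The choice of genes moved the first share most, to 27.7% when all tested genes were used.

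**Figure D1:**
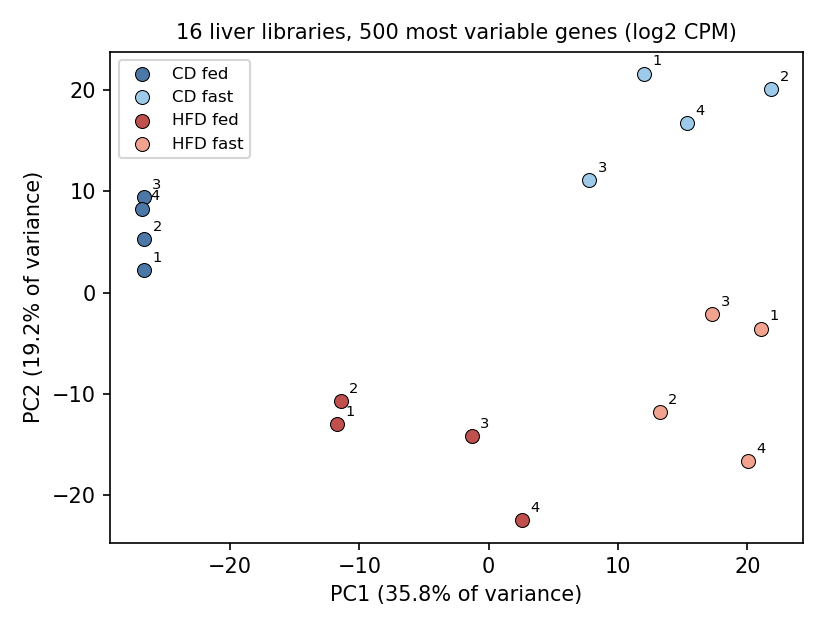
First (x axis, 35.8% of variance) and second (y axis, 19.2% of variance) principal components of log2 CPM of the 500 most variable genes in 16 liver libraries; each point is 1 library with its replicate number, coloured by group. Fasted libraries lie at 7.79 or higher on the x axis, and CD libraries at 2.20 or higher on the y axis.

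The response to fasting was first measured in CD mice. Of 15075 genes tested with edgeR, 3797 (25.2%) changed at an adjusted p under 0.05, of which 2066 were higher and 1731 lower in CD fast than in CD fed livers, and 5674 had an unadjusted p under 0.05. The median absolute log2 change of the changed genes was 0.57. The alternative that moved the count most was a limit of 1 on the absolute log2 fold change, which left 878 genes. The largest rises among genes chosen by the rule in the methods were those of Gm15441 (log2 fold change 7.09, SE 0.87, adjusted p = 5.51e-05), Cyp4a14 (4.72, SE 0.41, adjusted p = 4.21e-06) and Lamb3 (4.41, SE 0.49, adjusted p = 2.52e-05). The largest falls were those of Chrna4 (-9.35, SE 0.48, adjusted p = 3.18e-08), Thrsp (-5.72, SE 0.67, adjusted p = 3.97e-05) and Hsd3b5 (-5.43, SE 0.97, adjusted p = 0.00105). For each of these 6 genes the 4 CD fast libraries did not overlap the 4 CD fed libraries. Chrna4 fell from 27.3 ± 8.30 CPM to 0.0398 ± 0.0530 CPM (SD, n = 4), where libraries held from 0 to 5 counts, so the size of its fold change is uncertain. Gm15441 (ENSMUSG00000074398, chromosome 3, 96555765 to 96566801, minus strand of GRCm38) is annotated as antisense to Txnip, Lamb3 overlaps Hsd11b1 and G0s2, and Cyp4a14 and Hsd3b5 belong to families with closely similar copies, so reads of those genes can have contributed to these counts.

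In HFD mice fasting changed 1335 genes (8.86%), 721 higher and 614 lower, and 3864 genes had an unadjusted p under 0.05. This count depended on single libraries. It fell to 505 without HFD fed replicate 1, and was also more than 1.5 times lower without HFD fed replicate 2 or 3 or HFD fast replicate 1 or 3. The largest rises were those of Saa2 (log2 fold change 4.62, SE 1.12, adjusted p = 0.0204), Themis (4.61, SE 0.59, adjusted p = 0.000469) and Saa1 (4.07, adjusted p = 0.0217). Saa1 and Saa2 are near-identical neighbours whose reads cannot be fully separated, and each had an adjusted p above 0.05 in 4 of the 16 fits that left out 1 library, the highest without HFD fed replicate 1 (0.0692 and 0.0706). The largest falls were those of Chrna4 (-3.23, SE 0.49, adjusted p = 0.00158), Lpin1 (-3.15, SE 0.51, adjusted p = 0.00223) and the antisense gene Gm15998 (-2.36, SE 0.36, adjusted p = 0.00155). The 4 HFD fast and 4 HFD fed libraries did not overlap for any of the 6 genes. Chrna4 was already at 0.826 ± 0.287 CPM in HFD fed livers and reached 0.0869 ± 0.0680 CPM in HFD fast livers (SD, n = 4).

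The 2 fasting responses share no library. They had 724 changed genes in common, against 336 expected from the sizes of the lists, and 712 of these changed in the same direction. Across the 15075 genes, which are not independent replicates, the log2 changes of the 2 diets had a Pearson correlation of 0.44.

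Whether diet altered the response to fasting was tested directly as the interaction, the fasting change in HFD minus that in CD. It differed from 0 in 390 genes (185 positive, 205 negative), and 3045 genes had an unadjusted p under 0.05. The absolute fasting change was larger in CD for 325 of the 390 genes (83.3%), and its sign was opposite between diets for 260. Fasting itself changed 336 of the 390 genes in CD and 90 in HFD at an adjusted p under 0.05. Most of the opposite signs therefore involve HFD changes that did not pass the threshold, and they do not show a reversed response. The count of 390 genes fell to 147 without CD fed replicate 2 and was more than 1.5 times lower in 7 other fits that left out 1 library. The genes chosen by smallest p were Pnpla3 (3.80, SE 0.42, adjusted p = 0.00116) and the long noncoding RNA 1810008I18Rik (1.53, SE 0.18, adjusted p = 0.00183) among positive values, with Fasn (1.97, SE 0.26, adjusted p = 0.00287), and Cyp4a14 (-4.06, SE 0.51, adjusted p = 0.00287), Nrbp2 (-0.90, SE 0.12, adjusted p = 0.00287) and Tmtc2 (-1.73, SE 0.23, adjusted p = 0.00287) among negative values. Pnpla3 was at 12.1 ± 3.66 CPM in CD fed, 0.386 ± 0.0418 in CD fast, 0.919 ± 0.285 in HFD fed and 0.415 ± 0.135 in HFD fast livers (SD, n = 4). Cyp4a14 was at 394 ± 156 CPM in CD fed and 10413 ± 1187 in CD fast livers, and at 3144 ± 1466 in HFD fed and 4970 ± 2119 in HFD fast livers (SD, n = 4).

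**Figure D2:**
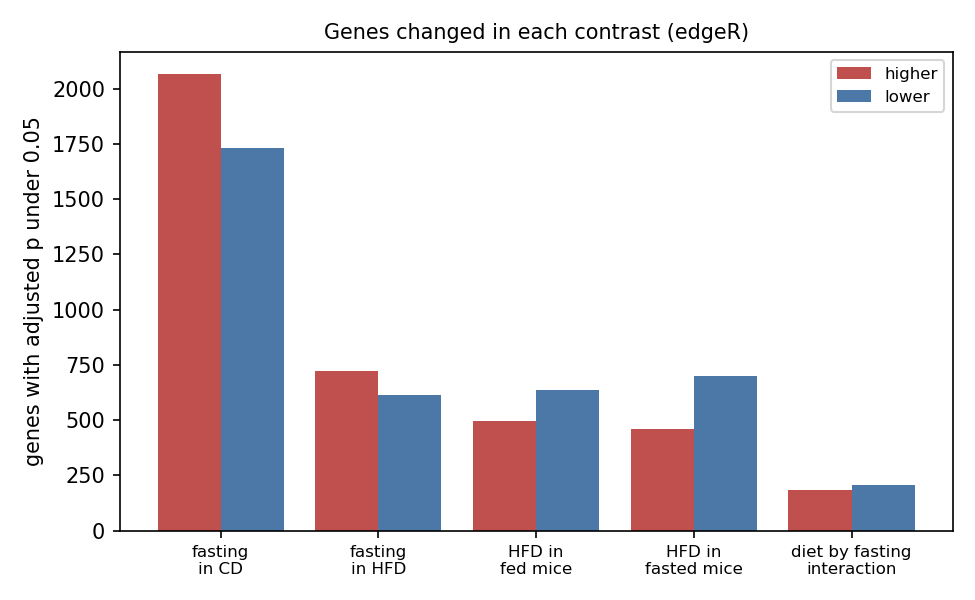
Number of genes with an adjusted p under 0.05 in edgeR (y axis) for the 4 pairwise contrasts and the interaction (x axis); bars give genes higher and lower in the group named, or with positive and negative interaction. Fasting changed 3797 genes in CD and 1335 in HFD mice.

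A fasting score condensed the response of each library. It is the mean over genes of the log2 CPM, signed by the fasting effect averaged over both diets, for the 4347 genes with an adjusted p under 0.05 for that average (2293 rose, 2054 fell), so that the choice of genes treated both diets alike. The score was -0.26 ± 0.03 in CD fed, 0.39 ± 0.10 in CD fast, -0.12 ± 0.06 in HFD fed and 0.32 ± 0.04 in HFD fast livers (mean ± SD, n = 4). It rose by 0.65 with fasting in CD and by 0.44 in HFD, or 67.9% of the CD change. The difference of 0.21 had an exact permutation p of 0.00531 (two-sided, 4900 arrangements, smallest possible p 0.000408). It ranged from 0.15 to 0.26 when each library was left out, with the highest exact p, 0.0416, without HFD fed replicate 4. A limit of 1 on the averaged absolute log2 change moved it most, to 0.59 over 556 genes. The changes of both diets were larger there, and that in HFD was 67.0% of that in CD. The fasting change was larger in CD for 3001 of the 4347 genes.

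**Figure D3:**
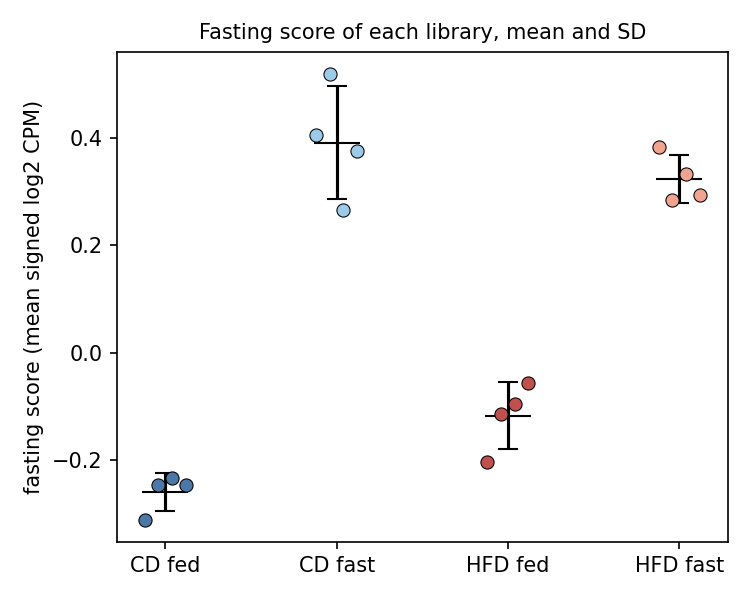
Fasting score (y axis, mean signed log2 CPM over 4347 genes) of each library in the 4 groups (x axis); points are libraries, horizontal lines the mean and bars the SD. The mean rose by 0.65 in CD and by 0.44 in HFD mice.

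The effect of HFD was measured in each feeding state. In fed mice HFD changed 1131 genes (7.50%), 495 higher and 636 lower, with 3449 genes at an unadjusted p under 0.05. The count fell to 514 without CD fed replicate 2 and was more than 1.5 times lower without CD fed replicate 1 or HFD fed replicate 1 or 3. In fasted mice HFD changed 1161 genes (7.70%), 460 higher and 701 lower, with 3905 at an unadjusted p under 0.05. That count fell to 535 without HFD fast replicate 4 and was more than 1.5 times lower without CD fast replicate 1 or 2 or HFD fast replicate 3. It fell to 90 when only the 8 fasted libraries were fitted. Scaling by total counts gave 2101 genes and turned the balance to 88.1% higher from 39.6%. Of the changed genes 169 were shared by both feeding states, against 87.1 expected from the sizes of the lists, and 159 of them changed in the same direction. The Pearson correlation of the log2 changes across genes was 0.28.

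Cyp2a4 and Cyp2b9, members of cytochrome P450 families with near-identical copies, rose most with HFD in both states. Cyp2a4 rose by 7.76 (SE 1.36, adjusted p = 0.00346) in fed and by 7.53 (SE 1.48, adjusted p = 0.00897) in fasted mice on the log2 scale, and Cyp2b9 by 6.79 (SE 1.08, adjusted p = 0.00187) and 6.92 (SE 1.04, adjusted p = 0.00347). With 1 library left out the rise of Cyp2a4 ranged from 6.09 to 8.35 in fed and from 6.03 to 8.40 in fasted mice. That of Cyp2b9 ranged from 5.67 to 7.29 in fed and from 5.88 to 8.18 in fasted mice. Under limma-voom the adjusted p of Cyp2a4 was 0.135 in fed and 0.206 in fasted mice. Their spread within HFD groups was wide, at 44.9 ± 62.4 CPM for Cyp2a4 and 61.9 ± 67.9 CPM for Cyp2b9 in HFD fed livers (SD, n = 4). Cyp2a4 had 4 to 23 counts in CD fed and 1 to 13 counts in CD fast libraries, so the size of its fold changes is uncertain. The next largest rises were those of Gm15441 in fed mice (3.25, SE 0.80, adjusted p = 0.0232) and Thrsp in fasted mice (3.07, SE 0.60, adjusted p = 0.00863). Gm15441 had an adjusted p of 0.261 under limma-voom and was above 0.05 in 4 of the 16 fits that left out 1 library, at most 0.0748 without HFD fed replicate 3. Gm15622, annotated as antisense to Bhmt, was at or under 3 counts in each HFD fed library and was at least 49.7-fold lower in HFD fed than in CD fed livers. In fasted mice it fell by 4.13 (SE 0.71, adjusted p = 0.00551). Chrna4 fell by 5.04 (SE 0.33, adjusted p = 1.41e-06) and B430119L08Rik, antisense to Serpina1c, fell by 4.89 (SE 0.73, adjusted p = 0.00129) in fed mice. In fasted mice Gm10680, antisense to Apoa4, fell by 3.99 (SE 0.76, adjusted p = 0.00816) and Igfbp1 fell by 3.48 (SE 0.85, adjusted p = 0.0236). CD fast replicate 2 held 615.8 CPM of Igfbp1, and without it the log2 change was -1.83 with an adjusted p of 0.0903. The adjusted p of Igfbp1 was also above 0.05 without HFD fast replicate 2 and without HFD fast replicate 3, under limma-voom and when only the 2 groups compared were fitted. In that fit of 2 groups Thrsp and Gm10680 in fasted mice had an adjusted p of 0.0564, and without HFD fast replicate 2 the log2 change of Thrsp was 2.12 (adjusted p = 0.0164). Libraries of the 2 diets did not overlap for any of these genes in the contrasts given.

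The study asked whether splicing factors, and RBFOX2 among them, respond to feeding state and diet. Rbfox2 (ENSMUSG00000033565) is a protein-coding gene on the minus strand of chromosome 15, from 77078990 to 77307004 in GRCm38. Its level was 31.6 ± 1.75 CPM in CD fed, 40.2 ± 2.66 in CD fast, 34.3 ± 1.91 in HFD fed and 38.7 ± 2.58 in HFD fast livers (SD, n = 4), from a mean of 1734 counts per library. With fasting in CD it rose by 0.35 (log2, SE 0.07, adjusted p = 0.00240), and each CD fast library lay above each CD fed library. The estimate ranged from 0.31 to 0.38 when each library was left out, with adjusted p of at most 0.00987. In HFD the rise of 0.17 (SE 0.07, adjusted p = 0.131) did not pass the threshold, although the libraries did not overlap. HFD changed it by 0.12 (SE 0.07, adjusted p = 0.341) in fed mice and by -0.06 (SE 0.07, adjusted p = 0.657) in fasted mice, the latter 0.10 under total count scaling. The interaction was -0.17 (SE 0.10, unadjusted p = 0.0997, adjusted p = 0.340), so a difference between diets in the response of Rbfox2 to fasting was not shown.

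**Figure D4:**
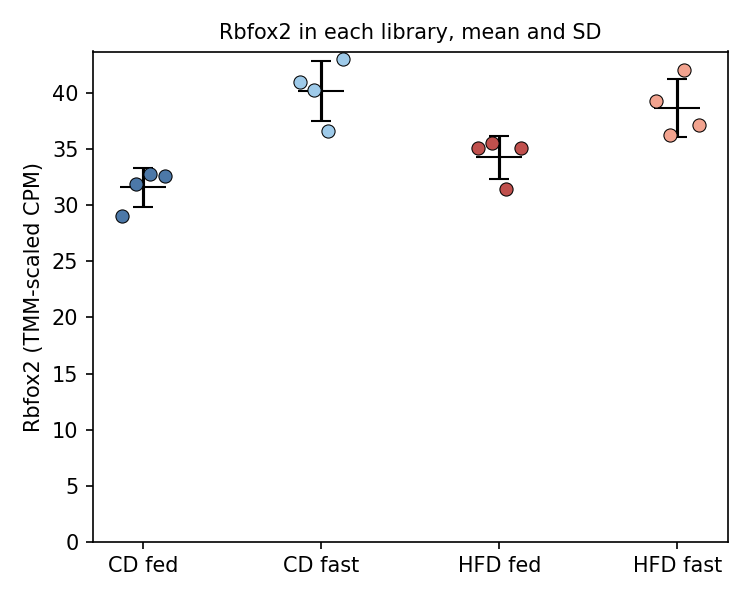
Rbfox2 level (y axis, TMM-scaled CPM, from 0) in each liver library of the 4 groups (x axis); points are libraries, horizontal lines the mean and bars the SD. The mean was 31.6 CPM in CD fed and 40.2 CPM in CD fast livers, without overlap between their libraries.

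Among the 8 splicing regulators that the study singled out, 3 changed with fasting in CD when adjusted over all genes and 7 when adjusted over the list alone. Besides Rbfox2 these were Hnrnpm (0.17, SE 0.06, adjusted p = 0.0383, libraries not overlapping) and Taf15 (-0.20, SE 0.07, adjusted p = 0.0356, libraries overlapping). Hnrnpm, which overlaps March2, was above 0.05 in 9 and Taf15 in 5 of the 16 fits that left out 1 library, both with the highest adjusted p without CD fast replicate 1 (0.0884 and 0.105). With fasting in HFD none of the 8 changed, over all genes or adjusted over the list alone, with 3 at an unadjusted p under 0.05. HFD changed none in fed mice (2 at an unadjusted p under 0.05; 1, Qk, adjusted over the list alone) and 1 in fasted mice (2 adjusted over the list alone). That gene was Tia1, which rose by 0.39 (SE 0.09, adjusted p = 0.0174, libraries not overlapping), and by 0.34 to 0.44 across the fits that left out 1 library, with an adjusted p of 0.0542 without HFD fast replicate 4. When only the 2 groups compared were fitted, the adjusted p of Tia1 was 0.0764. The interaction was not significant for any of the 8, and none had an unadjusted p under 0.05.

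A list of 29 splicing factors, which the study chose partly on these libraries and which shares Rbfox2 and Hnrnpc with the regulators above, gave 10 changed genes, Rbfox2 among them, with fasting in CD (5 higher, 5 lower), 1 with fasting in HFD, 2 with HFD in fed mice and 0 with HFD in fasted mice, where 0 also had an unadjusted p under 0.05. Adjusted over the list alone the numbers were 10, 1, 4 and 0, which is not independent evidence. The interaction gave 0 genes, with 2 at an unadjusted p under 0.05. The share changed with fasting in CD was 34.5%, against 25.2% of all genes. Of the 9 tested genes of the RBFOX2 network list, 2 changed with fasting in CD (Rbfox2 and Numb), 1 with fasting in HFD and 1 with HFD in fasted mice (Pla2g6 in both), and 0 with HFD in fed mice, where 0 had an unadjusted p under 0.05. Adjusted over the list alone these were 2, 2, 1 and 0. The interaction gave 0 network genes, with 1 at an unadjusted p under 0.05. Numb rose by 0.33 (SE 0.08, adjusted p = 0.00986) and Pla2g6 by 0.51 (SE 0.12, adjusted p = 0.0165) and 0.59 (SE 0.12, adjusted p = 0.00945), each with libraries overlapping. Pla2g6 reached an adjusted p of 0.0634 in fasting in HFD without HFD fed replicate 1. For HFD in fasted mice it reached 0.0653 when only the 2 groups compared were fitted. Gene-level counts of Scarb1 were 169 ± 29.5 CPM in CD fed, 180 ± 9.43 in CD fast, 192 ± 23.9 in HFD fed and 182 ± 19.1 in HFD fast livers (SD, n = 4), with adjusted p from 0.400 to 0.929 over the 4 pairwise contrasts. Rbfox1 had 5 counts in all 16 libraries together and was not tested.

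The 11 fasting and diet markers gave 9 changed genes with fasting in CD and 5 in HFD, 4 with HFD in fed and 3 in fasted mice, and 3 for the interaction. Adjusted over the list alone the numbers were 10, 7, 6, 3 and 7. With fasting Fasn fell by 3.44 in CD (SE 0.20, adjusted p = 1.20e-07) and fell by 1.47 in HFD (SE 0.19, adjusted p = 0.000444), without overlap between libraries. Its level was 1130 ± 317 CPM in CD fed, 104 ± 14.7 in CD fast, 387 ± 44.7 in HFD fed and 139 ± 26.9 in HFD fast livers (SD, n = 4). Pck1 rose by 0.75 in CD (SE 0.25, adjusted p = 0.0416, libraries overlapping) and fell by 0.86 in HFD (SE 0.25, adjusted p = 0.0467, libraries not overlapping), with an interaction of -1.60 (SE 0.36, adjusted p = 0.0296). The call was lost in 7, 10 and 7 of the 16 fits that left out 1 library, with adjusted p up to 0.119 without CD fast replicate 2, 0.131 without HFD fast replicate 3 and 0.0666 without HFD fed replicate 3. Between the fasted groups Pck1 was lower with HFD by 1.49 (SE 0.26, adjusted p = 0.00608, libraries not overlapping). All 16 fits kept that call.

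Camera tests of 9 gene lists in 5 contrasts gave 22 of 45 results with an adjusted p under 0.05. Of these 12 held under fry and 3 under camera with an estimated correlation, namely lipogenesis with fasting in CD, with HFD in fed mice and for the interaction. With fasting in CD the lists for cholesterol biosynthesis (mean log2 change -1.76, 24 of 24 genes lower, adjusted p = 4.45e-16) and lipogenesis (-2.12, 16 of 18 lower, 2.19e-14) fell, and fatty acid oxidation and ketogenesis rose (1.45, 32 of 32 higher, 8.70e-24). In HFD the same lists changed by -0.34 (adjusted p = 0.00934), -0.77 (2.96e-07) and 0.50 (2.01e-10), and inflammation and fibrosis rose by 0.63 (0.0216). Without HFD fast replicate 4 the adjusted p in HFD was 0.353 for cholesterol biosynthesis and 0.238 for inflammation and fibrosis. HFD in fed mice lowered cholesterol biosynthesis (-1.08, 24 of 24 lower, 8.99e-16) and lipogenesis (-1.12, 15 of 18 lower, 1.26e-11) and raised fatty acid oxidation (0.62, 30 of 32 higher, 7.38e-13). For the interaction cholesterol biosynthesis (1.43, 23 of 24 positive, 2.07e-15), lipogenesis (1.35, 17 of 18 positive, 2.16e-11) and fatty acid oxidation (-0.95, 31 of 32 negative, 4.45e-16) differed, together with inflammation and fibrosis (1.05, 0.000131) and the TCA cycle (-0.20, 0.00918).

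With HFD in fasted mice 7 lists passed the camera threshold. Cholesterol biosynthesis (0.35, 0.0296) and inflammation and fibrosis (1.08, 1.85e-05) were higher, and fatty acid oxidation (-0.32, 0.000170), glycolysis and gluconeogenesis (-0.13, 0.0243), insulin signalling (-0.19, 0.0308), the TCA cycle (-0.16, 0.00335) and the spliceosome (-0.07, 78 of 114 genes lower, 0.00130) were lower, given as mean log2 change and adjusted p. Of these only insulin signalling held under fry, and single libraries decided some calls, as cholesterol biosynthesis gave 0.893 without HFD fast replicate 3 and the spliceosome 0.0745 without CD fast replicate 1. The insulin signalling call was lost with an estimated correlation (0.316), under total count scaling and with genes of at least 10 counts in every library. It was also lost without CD fast replicate 2 (0.0613), CD fast replicate 4 or HFD fast replicate 4. In the other contrasts the spliceosome list had adjusted p of 0.809 (fasting in CD), 0.136 (fasting in HFD), 0.193 (HFD in fed mice) and 0.140 (interaction), with mean log2 changes of 0.01, -0.03, -0.04 and -0.04. The circadian clock list passed in 0 of the 5 contrasts, also at an unadjusted p under 0.05, and its smallest adjusted p was 0.0920 with HFD in fasted mice (mean log2 change 0.27). That test is of 1 common direction, and opposite changes within a list can cancel in it.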

Values the study reported

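The study reported that proteomics detected 5,999 proteins across the conditions. Among proteins altered by feeding and fasting, it gave an enrichment of the spliceosome category with an FDR of 2.43e-09, and among those altered by HFD an FDR of 4.72e-02.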

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

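The count of far values per library was a test chosen only after the result was seen; the other tests in this part were set out before their results were seen.

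Of 156 sets of 4 replicate values, 18 held a library far from the other 3 of its group (Dixon's test at 95%), where 7.8 are given by chance. In HFD fed livers these were Rbfox2 in replicate 3 (31.4 CPM, others 35.1 to 35.5), Lamb3 in replicate 3 (13.8 CPM), and Srebf1 in replicate 1 (291 CPM). In HFD fast livers they were Thrsp (200.6 CPM) and Cyp2b9 (450.2 CPM) in replicate 2, Gm15622 (0.839 CPM) and B430119L08Rik (1.87 CPM) in replicate 3, and Cyp2a4 in replicate 4 (64.8 CPM). In CD fast livers they were Saa2 (235 CPM), Themis (6.27 CPM) and B430119L08Rik (10.8 CPM) in replicate 1, Cyp4a14 (12183 CPM), Igfbp1 (616 CPM) and Tmtc2 (29.2 CPM) in replicate 2, and Cyp2b9 in replicate 3 (3.88 CPM). In CD fed livers they were Gm15998 (11.6 CPM) and the fasting score (-0.31) in replicate 1 and Pnpla3 in replicate 4 (6.61 CPM). The most held by 1 library was 3 of the 18, a count that decides nothing about 1 deviating library, because the test is made within each group. Over all tested genes the picture differed, because HFD fed replicate 4 held 56.5% and HFD fast replicate 4 held 50.6% of the far gene values of their groups, against an even spread of 25%. A deviation of these libraries over many genes could therefore contribute to the spread within HFD groups. These libraries ranked 7 and 13 of 16 in depth. Inflammation and time of sampling, as explanations of differences between replicates, are taken up under other observations. No other biological explanation was tested.

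The change with fasting differed between diets for 7 of the genes named, by the interaction test (adjusted p at most 0.0296). The difference, HFD minus CD on the log2 scale, was -1.60 for Pck1, 1.97 for Fasn, 3.80 for Pnpla3, 1.53 for 1810008I18Rik, -4.06 for Cyp4a14, -0.90 for Nrbp2 and -1.73 for Tmtc2. The fasting score change was larger in CD by 0.21 (exact permutation p = 0.00531). The tables argue against depth as the source of the score difference, which was 0.21 after every library was thinned to the smallest total, and against GC content and transcript length trends as the whole source, since it was 0.20 once they were removed. After thinning, fasting changed 3740 genes in CD and 1290 in HFD mice, so the deeper CD fed libraries did not give the larger count in CD. Cyp4a14 shares sequence with other genes of its family, and reads shared among them were not tested. The mean score was -0.12 in HFD fed and -0.26 in CD fed livers, and 0.32 in HFD fast and 0.39 in CD fast livers, so the smaller change in HFD may come from both states. An effect of diet on the response, the difference that the design names, stays open as a hypothesis, as do differences in food intake before sampling, which were not tested.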

How the results depend on the processing

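The offsets for GC content and transcript length were chosen only after the data were seen; the other alternatives were not. The 5 counts of changed genes at an adjusted p under 0.01 were 1859 (fasting in CD), 331 (fasting in HFD), 338 (HFD in fed mice), 217 (HFD in fasted mice) and 31 (interaction), and with an absolute log2 change of at least 1 they were 878, 306, 321, 245 and 166; both are stricter by construction. DESeq2 called 1735 genes for HFD in fed mice, 1953 for HFD in fasted mice and 1050 for the interaction. In counts simulated for fasting in CD 14.1% of its calls were false, against 4.62% with edgeR. Its rate of false calls was not measured for the contrasts named here. When only the 2 groups compared were fitted, HFD in fasted mice gave 90 genes against 1161 as reported, while the other pairwise contrasts gave 3119 (fasting in CD), 1014 (fasting in HFD) and 1121 (HFD in fed mice), so fewer samples alone do not account for the 90, and the cause was not tested. Under total count scaling the same contrast gave 2101 genes and the median of all genes moved to 0.17, so that changes there are relative to that shift; the share of calls that were higher moved to 88.1% from 39.6%. The share moved likewise to 44.3% from 54.4% for fasting in CD, to 67.6% from 54.0% for fasting in HFD, to 68.8% from 43.8% for HFD in fed mice and to 69.5% from 47.4% for the diet by fasting interaction. With upper quartile scaling, genes changed with HFD in fasted mice were higher in 51.2%. The balance of higher and lower genes therefore depends on the scaling.

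When each of the 16 libraries was left out in turn, counts ranged from 2857 to 3958 (fasting in CD), 505 to 1533 (fasting in HFD, lowest without HFD fed replicate 1), 514 to 1268 (HFD in fed mice, lowest without CD fed replicate 2), 535 to 1354 (HFD in fasted mice, lowest without HFD fast replicate 4) and 147 to 461 (interaction, lowest without CD fed replicate 2). A fit with 1 library fewer has less power, and other causes were not tested. Rbfox2 kept its direction and its side of the threshold in these fits for all 5 contrasts. Its change with HFD in fasted mice reversed to 0.10 from -0.06 under total count scaling (adjusted p 0.353, range 0.260 to 0.909 over its alternatives). The median of all genes moved there to 0.17 from 0.01. The change of sign goes with that shift of all genes and shows nothing particular to Rbfox2. Both splicing lists together gave 16 calls over the 5 contrasts, 8 when all genes with at least 1 count were tested, which adds genes to the adjustment, 24 under DESeq2, and 7 to 17 across the fits that each left out 1 library, the lowest without CD fed replicate 1. The score difference kept its direction and its side of the threshold, from 0.19 to 0.59 over 6 alternatives and from 0.15 to 0.26 with 1 library left out, the lowest without HFD fed replicate 4.

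Of the 22 list results from camera, 12 held under fry and 3 with an estimated correlation, and 20 to 26 results were called with 1 library left out. For the spliceosome list with HFD in fasted mice the adjusted p was 0.591 with an estimated correlation, 0.141 under fry and 0.513 under total count scaling, against 0.00130 as reported. With fasting in CD its direction reversed under total count scaling (adjusted p 0.788, range 0.788 to 0.952 over its alternatives), as it did without CD fed replicate 4 and without CD fast replicate 1, with a mean log2 change of 0.01 as reported. Across the fits that each left out 1 library its adjusted p ranged from 0.383 to 0.932 (fasting in CD), 0.0305 to 0.432 (fasting in HFD, under 0.05 without HFD fed replicate 1), 0.0454 to 0.566 (HFD in fed mice, under 0.05 without CD fed replicate 4), 4.78e-05 to 0.0745 (HFD in fasted mice, above 0.05 without CD fast replicate 1) and 0.0227 to 0.713 (interaction, under 0.05 without CD fast replicate 4 and without HFD fed replicate 1); the cause was not tested. The first principal component held 27.7% of variance over all tested genes, against 35.8% as reported; more genes of low variance enter there.

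Same-numbered libraries did not pair: 8 of 24 pairs had correlated deviations above 0.1, with a mean of 0.043 against -0.012 for other pairs. With a replicate block the genes changed numbered 3948 (fasting in CD), 1440 (fasting in HFD), 1207 (HFD in fed mice), 1290 (HFD in fasted mice) and 359 (diet by fasting interaction), and the block moved 2 calls of single genes. Among 80 results on single genes and lists that passed the threshold as reported, without Rbfox2 and the spliceosome given above, a call could only hold, be lost or reverse. Leaving out 1 library changed 23, each weaker and 0 reversed; the other alternatives were run on 21 to 80 of them. Total count scaling changed 6 of 80, limma-voom 6 of 59, the fit of 2 groups 12 of 51, tests of all genes with at least 1 count 4 of 59, of genes with at least 10 counts in every library 2 of 67, upper quartile scaling 1 of 59, GC and length offsets 1 of 59, an estimated correlation 18 of 21 and fry 9 of 21, each weaker, while DESeq2 and its size factors changed 0 of 59. Depth limits the fold of Gm15622 in fed mice, which had at most 2 counts in each HFD fed library and so is given as a lower bound.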

Other observations

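The tests of HFD fast replicate 4 on ribosomal protein genes, of clock genes other than the removal of GC and length trends, of Xist, and of inflammation and other organs in 3 libraries were chosen only after the result was seen, and how the tests of clock genes, inflammation and the lists of sex-biased genes were read was made stricter after that.

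Other splits of the same libraries were compared with the real ones. For each of the 4 pairwise contrasts 1 of 35 splits, the real one, gave as many changed genes. For the interaction 2 of 100 regroupings did so, and the other one, with 499 genes, exchanged 6 of the 8 fasted libraries between the diets and so mostly measured the diet effect. Counts of lists called by camera were not exceptional: as many of the 9 lists were called in 24 of 35 splits for fasting in CD, 14 of 35 for fasting in HFD, 26 of 35 for HFD in fed mice, 3 of 35 for HFD in fasted mice and 10 of 100 for the interaction. A spliceosome p as small as the real one arose in 12 of 35 splits for HFD in fasted mice. The number of lists called could thus come from correlated genes within lists and is no evidence for a group effect by itself.

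Spliceosome transcripts can be set beside the protein values. The adjusted p of the spliceosome list for transcripts was 0.809 for fasting in CD and 0.136 for fasting in HFD. With HFD it was 0.193 in fed mice and 0.00130 in fasted mice, although 0.141 there under fry and 0.513 under total count scaling. The values quoted from the study above concern an enrichment among altered proteins. The list test is of 1 common direction, in which opposite changes can cancel. With fasting in CD 11 genes of the list were called higher and 4 lower. The sizes of the 2 kinds of value therefore do not tell whether transcripts and proteins differ.

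Ribosomal protein genes were lower with HFD. In fasted mice 79 of 79 fell, with a median log2 change of -0.38 and 69 calls, and in fed mice 78 of 79 fell, with a median of -0.26 and 39 calls. The mean log2 CPM of the list separated the 4 HFD fast from the 4 CD fast libraries (difference -0.38, exact permutation p = 0.0286, the smallest that the design allows). Without HFD fast replicate 4 the median was -0.36, and without each library in turn it was -0.41 to -0.35, so that library alone does not account for it. With GC and length offsets the median was -0.29, which argues against these trends as the whole source. Genes matched on length, GC content and mean count had a median change of -0.18, or 46.7% of the list's, with 57 of 79 negative, which argues against short abundant transcripts as the whole source but leaves a large part open. The median stayed negative under each scaling, at -0.39 with DESeq2 size factors, -0.34 with upper quartile and -0.22 with total count scaling, where the median of all genes was 0.17. A lower ribosomal protein transcript level with HFD is a hypothesis for the rest, and diet differences in growth signals were not tested.

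In CD fed replicate 1, HFD fed replicate 4 and HFD fast replicate 4 the deviations from the group means were correlated across genes, with r of 0.66 for the last 2 and of 0.39 and 0.36 for each of them with the first. The highest r among other pairs was 0.31 (CD fast replicate 3 with HFD fast replicate 2), so the pairs with CD fed replicate 1 stand out little. These libraries were chosen after the correlations were seen. They also had the highest third-component values, 16.0, 19.4 and 22.5. Mup genes were low in HFD fed replicate 4 (0.890% of counts) and HFD fast replicate 4 (0.995%), while Gpnmb reached 16.7 and 39.7 CPM there, and 0.729 CPM in CD fed replicate 1, where Mup genes held 1.72%, above CD fed replicate 2. Removing GC and length trends left a mean correlation of 0.479, against 0.471 before, and HFD fast replicate 4 ranked 13 of 16 in depth while CD fed replicate 1 ranked 3, which argues against both as the source. Adipoq was at 3 counts or fewer in the 3 libraries, which argues against adipose tissue in them. The inflammation and fibrosis list, without Gpnmb, lay above its group mean by at least 0.458 log2 in each of the 3, so a candidate explanation is more inflammation in these livers. A separate measure of inflammation was not analysed here.

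Clock genes differed within groups. In CD fed replicate 1 the evening-phase minus morning-phase level was -0.18, against 1.63 to 2.32 in the other CD fed libraries, a difference of -2.16, and -2.14 after GC and length trends were removed. Across deviations of the 16 libraries from their group means the 2 sets of genes had a Pearson r of -0.78 (permutation p = 0.00829) and a Spearman rho of -0.61 (permutation p = 0.0299), 1 relation having been computed. Without the 2 farthest libraries, CD fed replicate 1 and CD fast replicate 1, r was -0.51 (permutation p = 0.132). Its sign was kept, and leaving out the farthest points tends to weaken a relation by construction. How far the relation rests on those libraries is therefore not decided. A different time of sampling may account for it, and that cannot be told apart from a bias of 2 libraries, because times of sampling were not analysed here. Between groups, the evening minus morning level was higher with HFD in fed mice by 1.80 (exact permutation p = 0.0286, the smallest that the design allows; 0.114 after Benjamini-Hochberg adjustment over the 4 pairwise contrasts), a difference to which CD fed replicate 1 contributes.

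Cyp2a4 and Cyp2b9, female-biased in liver, rose with HFD. The male-biased Hsd3b5 averaged 221 ± 50.3 CPM in CD fed and 75.9 ± 83.6 CPM in HFD fed livers (SD, n = 4). HFD fed replicate 2 held 189 CPM, within the range of the CD fed libraries, 167 to 283 CPM. By contrast Hsd3b5 averaged 5.12 CPM in CD fast and 6.97 CPM in HFD fast livers. Against female animals among the HFD libraries argue Xist at 5 counts or fewer in every HFD library and Y-linked genes at 5732 or more. Other lists of sex-biased genes, written after these genes were seen and without them, did not pass the exact permutation test between diets (p = 0.257 in fed and 0.0857 in fasted mice, with index differences of 0.83 and 0.98). Of their male-biased genes 21 of 24 were lower with HFD in fed and 20 of 24 in fasted mice, with 5 and 3 called lower and 0 called higher, and of their female-biased genes 13 and 12 of 18 were higher, with 2 and 4 called higher and 2 and 1 called lower. These directions go against a change of a few genes, but genes of a list vary together and the permutation test did not separate the 4 libraries of each group, so a wider shift and a few genes cannot be told apart. The index, the female-biased minus the male-biased mean, was -4.16 in HFD fed replicate 4 and -6.77 to -5.30 in the other HFD fed libraries. That library therefore contributes to the difference in fed mice. With fasting the index rose by 1.19 in CD and by 1.34 in HFD (exact permutation p = 0.0571 and 0.114), so rises were not limited to diet.

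Antisense genes changed with diet where their sense partners changed less. For the antisense genes with abundant partners the log2 changes differed from those of the partner by at least 2.54 standard errors, the smallest for Gm10680 and Apoa4, which argues against sense reads as the only source. The counting strand is not known here, so partial sharing may remain.

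Lists of genes of other tissues were counted in each library. Ctrb1, of the pancreas list, had 76 counts in HFD fed replicate 4 and at most 8 elsewhere, and pancreas genes together ranged from 5.85 to 22.9 CPM, mainly Cela1, present in all 16 libraries. Adipoq had 45 and Lep 36 counts in HFD fast replicate 1. HFD fed replicate 2 held 24 counts of Adipoq and 18 of Plin1, the highest Plin1 count of the 16 libraries. The adipose list ranged from 0.791 to 95.4 CPM. Its highest value, in HFD fast replicate 2, came mostly from Cfd (3095 counts) and Cidea (1086 counts), while Adipoq had 3 counts and Plin1 0 there, so it is no sign of adipose tissue. Erythrocyte genes ranged from 187 to 529 CPM, the highest in HFD fast replicate 3. No explanation was tested for these values.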
